A study of Mus musculus with 24 samples.

How the data were processed

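Poly(A) RNA from subcutaneous inguinal white adipose tissue of 24 mice was sequenced, 1 library per mouse. The samples form 6 groups of 4 animals: males and females taken at postnatal day 21 (p21), and males and females taken at day 28 (p28) after standard weaning (SW, separated from the mother at day 21) or delayed weaning (DW, kept with the mother). Per the labels, libraries were prepared with the KAPA mRNA HyperPrep kit and sequenced on a NovaSeqXPlus. Groups were taken from the age, sex and weaning labels. The titles of the p21 libraries give another age than their descriptions and age labels, and the latter were followed. Animal numbers are not shared between groups, so no samples were paired.

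The authors deposited a signal per gene and sample: read numbers divided by a factor of each sample. The scaling, the aligner, the annotation, the strand setting and the genome build are not named in the labels or the file headers. All deposited values of a sample (100%) were whole multiples of its smallest value, so whole reads could be recovered. The file has 16208 rows for 16118 genes, all protein-coding, after 90 repeated rows were left out. Per the file headers, the authors also deposited a log2 fold change and an adjusted p-value for each of 15 comparisons, of which 9 were mapped to groups and the p-values of 4 were examined. Those columns were used only where the authors' deposited table is named.

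Recovered reads per library ranged from 57600711 to 302145813. These totals cover the listed protein-coding genes, not the whole library, and the reads are not known to be independent molecules. The deposited scaling lay within 0.965 to 1.03 of edgeR's TMM scaling of the recovered reads. Replicates were compared by chi-square on their recovered reads. The smallest value per degree of freedom over 36 pairs was 77.11, so no pair agreed within sampling noise and none was merged.

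The design fixed before the data were examined called for edgeR on counts, with limma on log2(value + 1) if the file held normalized values. It held normalized values, so limma was the main test. Genes were kept by filterByExpr on the recovered reads (minimum count 10), which left 16005. All 24 samples entered 1 fit with a coefficient for each of the 6 groups and 18 residual degrees of freedom (lmFit and eBayes with a variance trend, limma 3.58.1, R 4.3.3). Each comparison was a contrast, and a gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. Changes are on the log2(value + 1) scale, which understates changes of low genes. On 1 simulated data set with 200 of 16005 genes changed by 1 on the log2 scale, limma recovered 154 (77%) with 10 false calls (6.1% of calls). On the same data edgeR 4.0.16 recovered 153 with 12 false calls, and DESeq2 1.42.0 recovered 176 with 41 false calls. On the recovered reads of the real data edgeR with TMM called 29 genes for weaning in males and 71 in females.

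Lists of marker genes (thermogenic, lipogenic, proliferation, matrix, mammary epithelial, lymph node and skeletal muscle) were also written before the data were examined. A list score is an animal's mean log2(value + 1) over the list. Log2 CPM with a prior count of 2 had been planned and were replaced because the file held normalized values. Scores of 4 against 4 animals were compared by exact two-sided permutation tests, whose smallest possible p-value is 0.0286, adjusted over 28 tests. The share of the SW change made by DW animals is the median over genes of the DW minus p21 change divided by the SW minus p21 change, so a lower share means a state nearer to p21. Its genes were chosen in the other sex (adjusted p-value under 0.05 and an absolute log2 change of at least 1 from p21 to p28 SW), and the animals' mean signed changes were compared by an exact permutation test.

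The rule for named genes was fixed in advance. It took the 3 largest rises and 3 largest falls among called genes with a mean log2 value of at least 1 and no overlap between the groups, and the 5 smallest p-values for an interaction. It also allowed any marker list gene to be named. Only some of these are named, and other called genes of the lists are not. Sex-check genes were not named in the sex comparisons, but they stayed in the fits and in the counts of called genes. A further gene among the largest changes is not reported here, and the counts over named genes leave it out. Gene positions are as deposited. The build is not named, and only 2.24% of 16035 gene starts equalled those of GENCODE mouse release 21 (GRCm38), so no coordinates of that build are printed. That annotation was used only for the GC content of transcripts, which 99.49% of the genes had.

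Alternatives set before the data were examined were DESeq2's Wald test, DESeq2 size factors in edgeR, no filter, only the compared groups in the fit, tissue list scores as covariates, the run of animal numbers (73 to 80, 81 to 87, 124) as a covariate, a pseudocount of 0.1, and leaving out each replicate. Alternatives chosen after seeing the data were edgeR with TMM on the recovered reads, no variance trend, a minimum value of 1 in 4 samples, GC-corrected values (a natural spline with 5 degrees of freedom in each sample), TMM scaling in limma, and omitting animals 82 and 83. Figures were drawn with matplotlib 3.10.9.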

Results

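Gene expression was measured in inguinal white adipose tissue, a subcutaneous fat depot, in 24 young mice. The series asks how the depot changes in each sex when breastfeeding is prolonged. 4 males and 4 females were taken at p21, 4 of each sex at p28 after SW and 4 of each sex at p28 after DW. Recovered reads in the listed genes were 57600711 to 154451057 in p21 males, 94050812 to 121233856 in p21 females, 76850086 to 302145813 in SW males, 113509617 to 148827611 in SW females, 103323065 to 131905209 in DW males and 84973443 to 123859413 in DW females. The 4 Y chromosome genes on the sex-check list had 16393 reads or more together in every male and 0 reads in every female. Values below are in the authors' normalised unit, as mean ± SD with n = 4 animals per group.

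Delayed against standard weaning was compared first in males. Of 16005 genes, 41 were called by limma, 37 higher and 4 lower in DW males (22 higher and 13 lower without SW male 124). Among other settings with all animals, the DESeq2 test on recovered reads moved this number most, to 111, and edgeR with TMM called 29 genes. Prc1 (chromosome 7, 79944198 to 79966007) was 23.8 ± 3.27 in DW and 9.00 ± 2.59 in SW males (n = 4 each), a log2 change of 1.34 (SE 0.19, limma adjusted p 0.00145). Iqgap3 (chromosome 3, 87989278 to 88028355) changed by 1.26 (SE 0.245, limma adjusted p 0.0206). Sncg (chromosome 14, 34092231 to 34096746) rose from 104.5 ± 35.3 to 263.9 ± 46.3, by 1.37 (SE 0.29, limma adjusted p 0.0438). Elovl3 (chromosome 19, 46120336 to 46124133) was 1.62 ± 0.554 in DW and 11.9 ± 7.58 in SW males, a change of -2.13 (SE 0.35, limma adjusted p 0.0068). Odad4 changed by -1.45 and Tinag by -0.66. Genes of the proliferation list also rose: Mki67 was 101.5 ± 17.7 in DW and 47.5 ± 7.19 in SW males (limma adjusted p 0.000576), and Top2a rose by 1.05 (limma adjusted p 0.00839). Ucp1 was 103.3 ± 29.5 in DW and 222.1 ± 151.4 in SW males, a change of -0.91 (SE 0.567) that was not called (limma adjusted p 0.856).

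In females the same comparison called 204 genes, 74 higher and 130 lower in DW animals. This number was unstable. It ranged from 45 to 1996 over the 8 fits that each left out 1 animal, fell to 1 with only the compared groups in the fit, and was 71 (63 higher, 8 lower) with edgeR and TMM. Of the 35 ways to split the 8 females into 4 and 4, 3 gave as many genes, the real one included. The largest rises among genes without overlap were in Nnat (1.35), Cdk1 (1.34) and Ccnb1 (1.23). Cdk1 (chromosome 10, 69170976 to 69188768) was 15.9 ± 9.66 in DW and 4.85 ± 0.491 in SW females (limma adjusted p 0.0164). The sizes of the Cdk1 and Ccnb1 rises rested largely on DW females 82 and 83. Cdk1 was 27.3 and 20.6 in these animals, against 7.485 and 8.32 in the other DW females. Ccnb1 was 14.5 and 12.35, against 4.91 and 5.95, with an SW mean of 3.11. Nnat showed no such split. With 82 and 83 omitted, which leaves fewer animals, 0 genes were called higher, so none of these rises was called. Mki67 was 95.2 ± 11.9 in DW and 59.2 ± 8.49 in SW females, a change of 0.68 (SE 0.14, limma adjusted p 0.0137). Elovl3 was 1.98 ± 0.501 in DW and 8.23 ± 4.44 in SW females, a change of -1.50 (SE 0.35, limma adjusted p 0.0368), and was no longer called in 10 of 21 other settings. Adprhl1 changed by -1.53. Mup15 changed by -1.54, but it belongs to a family of near-identical genes whose shared reads make its value uncertain. Ucp1 was 145.5 ± 38.9 in DW and 136.7 ± 49.4 in SW females, a change of 0.14 (SE 0.567) that was not called (limma adjusted p 0.916).

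**Figure D1:**
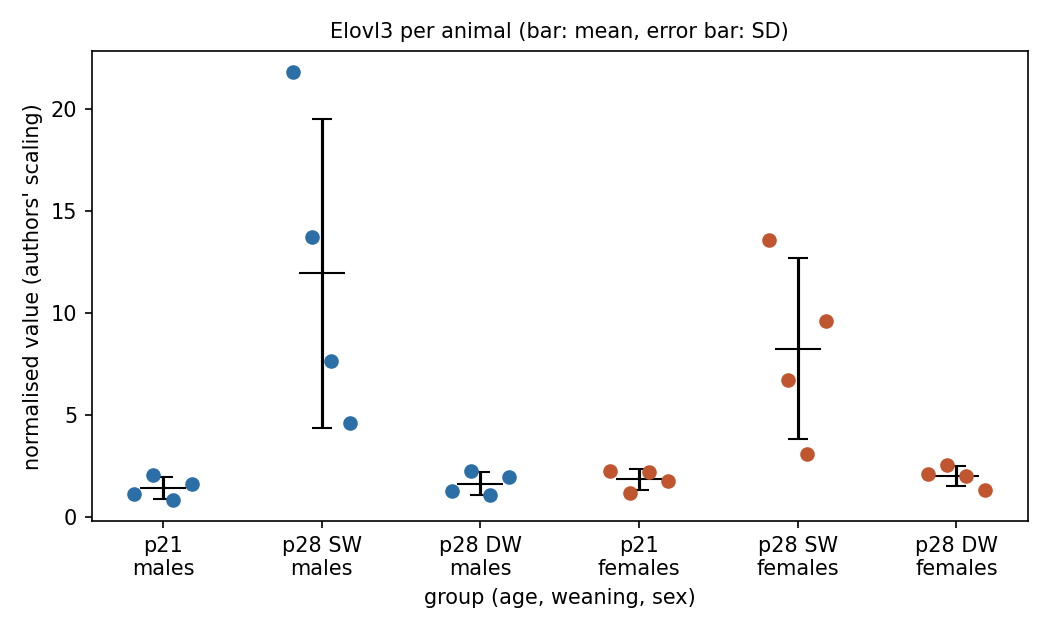
Elovl3 in each animal (y axis, normalised value in the authors' scaling; x axis, group), with 1 point per animal, the group mean as a bar and the SD as the error bar. DW animals of both sexes lie below all SW animals of their sex, with group means of 1.62 in males and 1.98 in females.

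Of the 41 genes called in males, 24 were also called in females, all in the same direction, and all 41 had the same sign in females. Across genes, which are not independent replicates, Pearson's r between the changes in the 2 sexes was 0.394. The sex by weaning interaction called 3 genes: Pak6 (-0.67, limma adjusted p 0.015), Proc (-0.63, limma adjusted p 0.0237) and Hc (-1.21, limma adjusted p 0.041). All 3 have low values. Hc was 1.70 ± 0.435 in DW and 5.13 ± 1.18 in SW females, against 0.600 ± 0.166 and 0.571 ± 0.200 in males. The edgeR test with TMM called 0 genes for the interaction, with 840 at an unadjusted p-value under 0.05. Chance alone would give a share of 0.05 of the 16005 tested genes, so 840 is no clear excess.

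The proliferation list score was higher in DW than in SW animals of each sex, without overlap between the 4 and 4 animals. It was 3.84 ± 0.0788 in DW and 2.96 ± 0.184 in SW males, a difference of 0.88, and 4.21 ± 0.441 in DW and 3.30 ± 0.140 in SW females, a difference of 0.91. Each had an exact permutation p of 0.0286, the smallest that 4 against 4 allows, and 0.0889 after adjustment over 28 tests, so neither passed the threshold. No variation of the difference between the sexes was detected with 4 animals per group (0.03, exact permutation p 0.965). With DW females 82 and 83 omitted the female difference was 0.56, against 0.88 in males. The lipogenic score was lower in DW animals by 0.40 in males (exact permutation p 0.0286, adjusted 0.0889) and by 0.44 in females (exact permutation p 0.0571, adjusted 0.133). The thermogenic score differed by -0.45 in males (exact permutation p 0.0571, adjusted 0.133) and by -0.28 in females (exact permutation p 0.257, adjusted 0.45). The matrix score differed by 0.36 in males (exact permutation p 0.0857, adjusted 0.185) and by 0.11 in females (exact permutation p 0.629, adjusted 0.733). Among the lists for other tissues, the mammary score was lower in DW than in SW females without overlap, 3.04 ± 0.498 against 3.89 ± 0.175 (n = 4 each), a difference of -0.85 (exact permutation p 0.0286, adjusted 0.0889), and differed by -0.06 in males (exact permutation p 0.857, adjusted 0.918). The muscle score differed by -3.25 in females (exact permutation p 0.114, adjusted 0.229) and by -0.23 in males (exact permutation p 0.8286, adjusted 0.918). The lymph node score differed by 0.18 in females (exact permutation p 0.371, adjusted 0.578) and by -0.14 in males (exact permutation p 0.429, adjusted 0.6).

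**Figure D2:**
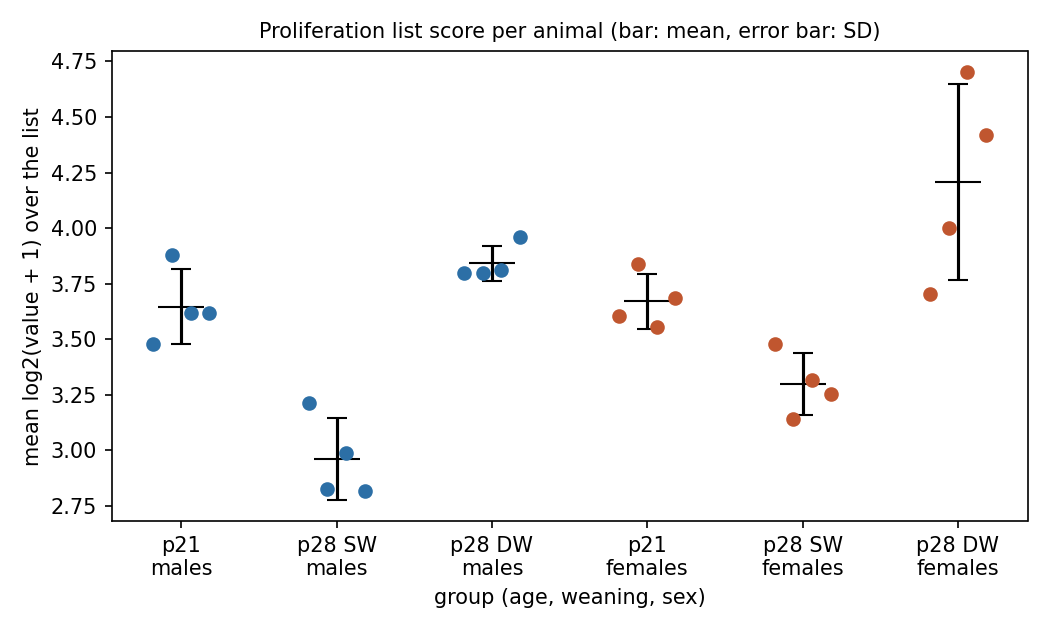
Proliferation list score (y axis, mean log2(value + 1) over 10 genes) in each animal by group (x axis), with 1 point per animal, the mean as a bar and the SD as the error bar. In each sex the DW animals lie above all SW animals, with means of 3.84 in DW males and 4.21 in DW females.

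Animal numbers at p28 fall into the runs 73 to 80 and 81 to 87, with SW male 124 outside both, and the differences were recomputed within each run. In males the proliferation score difference was 0.59 in run 73 to 80 (2 DW, 1 SW) and 0.98 in run 81 to 87 (2 DW, 2 SW). In females it was 0.54 (2 DW, 3 SW) and 1.31 (2 DW, 1 SW). Elovl3 changed by -3.08 and -2.19 in the 2 runs in males and by -1.22 and -2.01 in females. The direction was the same in all 4 subsets, which are too small for a test.

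The fourth postnatal week under standard weaning was compared next. From p21 to p28 SW, 1901 genes were called in males (1105 higher, 796 lower) and 1860 in females (1183 higher, 677 lower). Of these, 727 were shared and 723 of them had the same direction. Tissue scores as covariates moved the numbers most, to 527 and 336. In males the largest rises were in the muscle genes Atp2a1 (5.62, SE 1.63), Actn3 (4.71) and Casq1 (4.38), which varied widely between animals: Atp2a1 was 400.5 ± 293.2 at p28 SW and 15.4 ± 25.2 at p21. Falls included Alas2 (-2.22, limma adjusted p 0.000689) and Lgr6 (-2.15, limma adjusted p 1.15e-05). In females the largest rises were in Mup7 (4.31), Mup15 (3.82) and Mup10 (3.10), of the same multigene family, and falls included Alas2 (-2.20) and Nnat (-1.92).

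Elovl3 rose from p21 to p28 SW by 2.27 in males (limma adjusted p 0.000298) and by 1.58 in females (limma adjusted p 0.00418). Scd1 rose by 1.86 and 1.98, and Elovl6 by 1.66 and 1.98, in males and females. The lipogenic score rose by 0.63 in males and 0.71 in females, and the proliferation score changed by -0.69 in males and -0.37 in females. Each of these had an exact permutation p of 0.0286 and an adjusted value of 0.0889.

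The sex by age interaction called 165 genes, 154 with a larger rise in females. The 5 smallest p-values were those of Capn8 (1.89), Pak6 (1.00), Ido1 (1.76), Proc (0.88) and Kera (1.66), with limma adjusted p-values from 2.83e-06 to 6.47e-05. Capn8 was 4.83 ± 0.388 in SW females and 0.0860 ± 0.172 in SW males. The edgeR test called only 4 genes here.

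From p21 to p28 DW, 2395 genes were called in males (1418 higher, 977 lower) and 1938 in females (952 higher, 986 lower). Of the genes called from p21 to p28 SW, 1275 in males and 958 in females were also called here. Over 353 genes chosen in females, DW males had made a median of 0.739 of the SW change from p21, and their mean signed change was 0.498 ± 0.1 against 0.673 ± 0.0779 in SW males (n = 4 each, exact permutation p 0.0286). Over 274 genes chosen in males, DW females had made a median of 0.587 of the SW change, with 0.595 ± 0.391 against 1.19 ± 0.322 (n = 4 each, exact permutation p 0.0571). Within each female group the animals ranked alike in signed change and muscle score. The lowest DW female was 82 (0.179 and 0.578) and the highest 83 (1.12 and 7.53). Without tissue list genes and genes that follow the tissue scores, the share was 0.756 in females and 0.808 in males. Muscle in the samples may thus account for a part of the lower share in females. Under other settings the exact permutation p in females ranged from 0.0286 (genes chosen at a change of at least 0.5) to 0.0857 (GC-corrected values). The difference passed 0.05 in males and not in females, and the 2 sexes were not compared by a test.

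Males and females differed in 57 genes at p21 (4 higher and 53 lower in males), in 567 at p28 SW (29 higher, 538 lower) and in 394 at p28 DW (91 higher, 303 lower). These counts include the sex-check genes. With tissue covariates the numbers were 4, 10 and 5. DESeq2 moved those at p21 and p28 DW by more genes, to 115 and 848. At p21 the largest falls in males were in Csn3 (-4.44), Krt18 (-2.85) and Krt8 (-2.76). At p28 SW they were in Krt18 (-5.14, limma adjusted p 6.52e-07), Krt8 (-5.06) and Krt19 (-5.02), and at p28 DW in Csn3 (-4.84), Tmprss2 (-4.29) and Krt18 (-4.23). Krt18 was 63.5 ± 7.51 in SW females and 1.81 ± 3.38 in SW males. Sex-check genes aside, genes higher in males included Net1 (1.30), Zyg11a (1.21) and Fam107a (1.05) at p28 SW. At p28 DW they included Fam107a (1.35), Serpina3k (1.26) and Gpr182 (1.06).

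**Figure D3:**
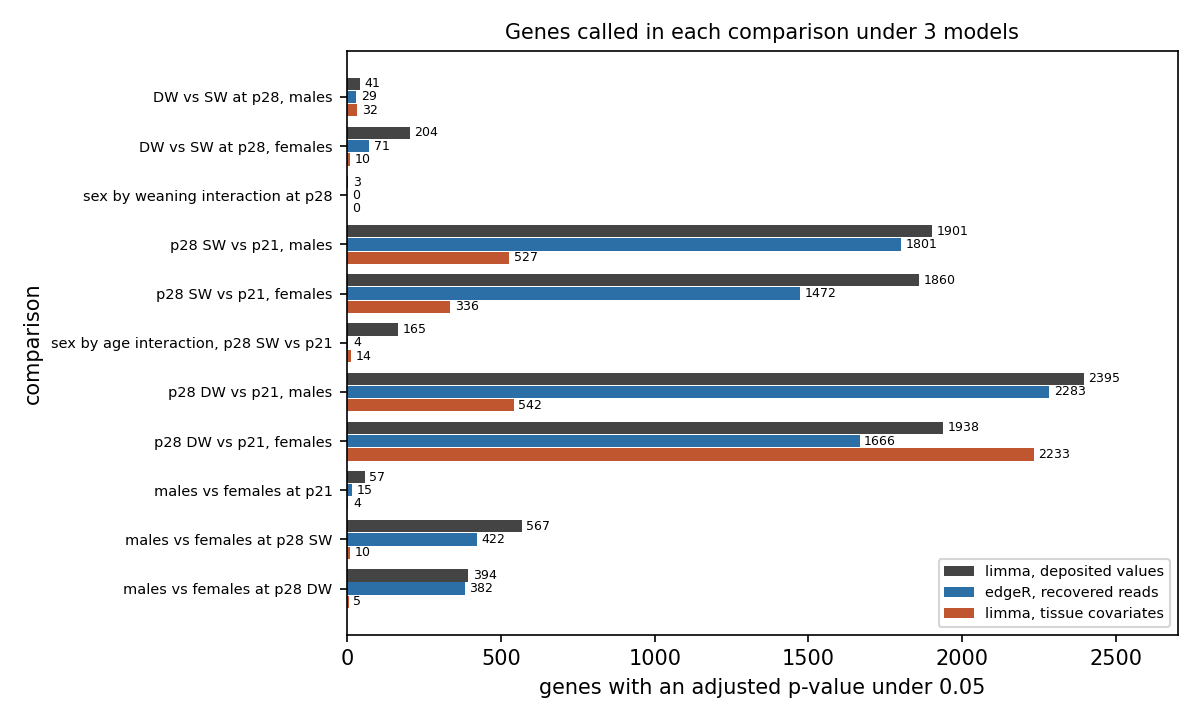
Genes with an adjusted p-value under 0.05 (x axis) in each comparison (y axis) under limma on the deposited values, edgeR on the recovered reads, and limma with tissue list scores as covariates. For delayed against standard weaning the 3 bars are 41, 29 and 32 genes in males and 204, 71 and 10 in females.

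**Figure D4:**
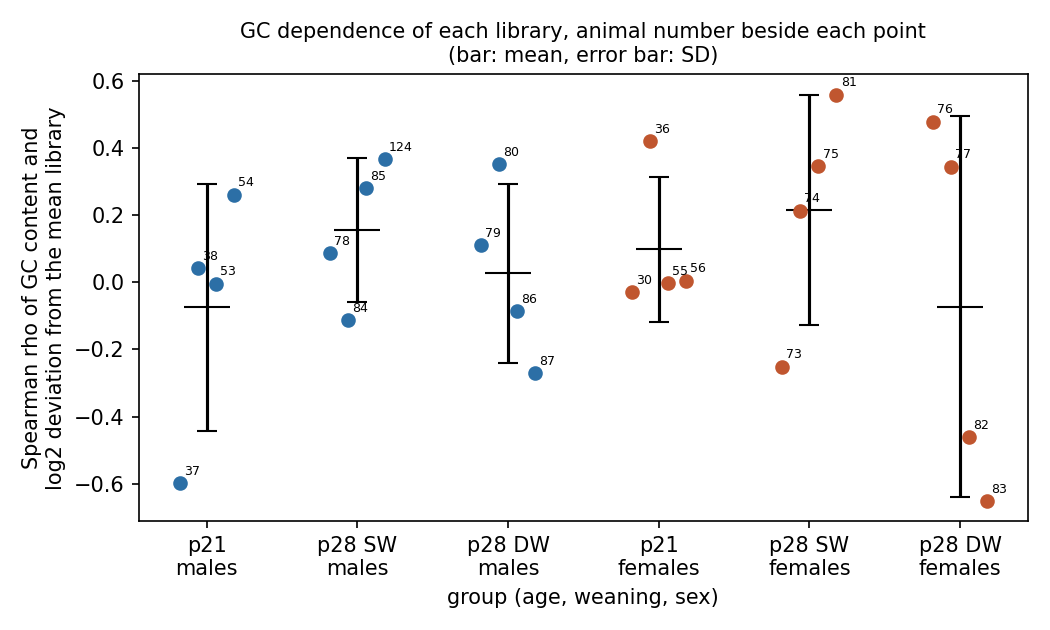
Spearman's rho across genes between GC content and a library's log2 deviation from the mean library (y axis) for each library by group (x axis), with the animal number beside its point, the mean as a bar and the SD as the error bar. DW females 82 and 83 lie at -0.461 and -0.652, and DW females 76 and 77 at 0.479 and 0.345.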

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

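The tests on depth in animals 84 and 74, on epithelial genes and on low values were chosen after the results were seen. Those on depth in animal 53, on few distinct molecules, on Y chromosome reads in the 3 males, on GC content and depth behind list scores and genes, and on mammary genes in the age interaction were written before theirs. Samples far from the other 3 of their group appeared in 23 of 188 groups tested (Dixon's ratio of gap to range), where chance gives about 1 in 20, or 9.4. The items share animals and genes, so they are not independent.

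Detected genes numbered 14054 in p21 male 53, against 15859 to 15977 in the others of the group. With every library thinned to 57600711 reads, the other libraries still detected 15469 or more, so depth does not account for it. Among 1788 genes with 2 to 20 reads on average at that depth, 77.2% were at 0 in animal 53, against 4.81% to 13.6% in the libraries other than 84, although its mean of 7.93 reads was near the median library's 8.53. A library made from few distinct molecules is a candidate explanation. SW male 84 detected 15497 genes against 15955 to 16042. At equal depth the others of its group detected 15906 or more, and 30.0% of the low genes were at 0, but its mean of 6.56 reads was too low for the same test to hold. Its cause remains open. SW female 74 detected 15972 genes against 16053 to 16066. At equal depth it detected 15922 against 16002 to 16014, so depth does not account for it, and other explanations were not tested.

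The mitochondrial share was 16.61% in p21 female 56, against 20.82% to 21.2% in the others. The GC correlation was 0.421 in p21 female 36, against -0.0299 to 0.0046. No explanation was tested for these 2.

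List scores and genes gave 18 further cases of a sample far from its group, 8 of them in epithelial genes. The thermogenic score was 4.12 in DW female 83, the proliferation score 3.96 in DW male 87 and the mammary score 1.94 in SW male 78. As log2(value + 1), Sncg was 7.62 in DW male 86, Mki67 7.01 in DW male 87, Elovl6 9.37 in SW female 75 and 6.56 in p21 female 30, and Kera 2.40 in SW female 73. Capn8 was 0.43 in SW male 78 and 0.20 in p21 male 54, with 0 in the others. After the GC correction 6 of the 18 no longer stood apart, and after thinning 3 did not. Epithelial genes and Capn8 lie at or near 0 in the other animals, where a GC correction can change little, so the test says little about them. Among the other cases, the thermogenic score (ratio of gap to range 0.898 before and 0.613 after), the proliferation score (0.917 and 0.601) and Sncg (0.882 and 0.712) no longer stood apart, so GC content may account for those. Mki67 (0.842 and 0.826) and Elovl6 in SW female 75 (0.872 and 0.82) changed little. The 3 cases lost after thinning were Kera in SW female 73 (0.831 before and 0.604 after), Krt19 in SW male 78 (0.855 and 0.826) and Mki67 (0.842 and 0.819). Of these only Kera changed much, so depth may account for that case. No biological explanation was tested, since the design gives none within a group.

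Some epithelial genes were far higher in 1 male of a group than in the other 3. As log2(value + 1), Krt18 was 1.94 in p21 male 54, 2.98 in SW male 78 and 1.38 in DW male 86. Csn3 was 2.94 in animal 54 and 1.98 in animal 86, Krt8 1.82 in animal 54, Krt19 3.26 in animal 78 and Tmprss2 0.97 in animal 86. Of 21 combinations of the other 7 mammary list genes with the 3 groups, the same animal was highest in 11, but DW male 86 was highest only for Epcam. DW male 87 had more Krt5 (normalised value 2.52 against 0.0566 in animal 86) and a higher mammary score (1.21 against 1.10), so in DW males the signal did not lie in 1 animal. The 3 animals had at least 27171 Y chromosome reads, so a swapped sex label does not account for this. Epithelium in samples 54 and 78 may be the source, as a hypothesis.

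In limma the weaning effect was called as different between the sexes in 3 genes: Pak6 by -0.67, Proc by -0.63 and Hc by -1.21. As many genes were called in 4 of 100 splits, the real one included. The edgeR test on recovered reads called 0 of the 3 (840 genes at an unadjusted p-value under 0.05), and limma without a variance trend also called 0 genes (804 unadjusted). A pseudocount of 0.1 in limma left 0 as well (681 unadjusted). The calls therefore depend on the test and on the pseudocount. Chance alone would give a share of 0.05 of the 16005 tested genes unadjusted, so those counts show no clear excess. That dependence alone does not single out low values as the cause, and only Proc changed direction in edgeR (0.11). Proc was 0.361 ± 0.123 in DW and 1.25 ± 0.186 in SW females. In males it was 0.0244 ± 0.0235 and 0.0955 ± 0.0428 (n = 4 each). It was thus lower in DW animals of both sexes, with male values near 0, where log2(value + 1) understates a change. For Proc the called difference may come from that scale.

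The age effect differed between the sexes in 165 genes, among them Capn8 by 1.89, Pak6 by 1.00, Ido1 by 1.76, Proc by 0.88 and Kera by 1.66. As many were called in 3 of 100 splits. The edgeR test called 4 of the 165 and DESeq2 60, while limma on genes with a value of at least 1 in 4 samples called 123, all among the 165. With a pseudocount of 0.1 limma called 38, all among the 165. The calls thus depend on the test and on the pseudocount, and low values may account for a part of them. Of 154 genes with a larger rise in females, 22.7% followed the mammary score within the female groups, against 1.04% of all genes. Growth of mammary epithelium in females could account for that part. The percentage did not reach the 50% set for the whole, but it counts only genes that follow the score closely. A larger part is thus not excluded.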

How the results depend on the processing

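The counts of called genes depended strongly on the processing. The cause was not tested except where stated. All 8 list score differences in the weaning comparisons for the thermogenic, lipogenic, proliferation and matrix lists kept their direction with all animals, and 43 of their 44 values under other settings stayed within the spread or on their side of the threshold. The exception was the female proliferation difference of 0.56 when animals 82 and 83 were omitted. None passed the threshold in any setting with a test, and none was tested with 82 and 83 omitted. The smallest exact permutation p for 4 against 4 animals is 0.0286, or 0.0889 as adjusted here, so staying on that side says little about their stability. Leaving out 1 animal took the female matrix difference from -0.0453 to 0.216, across 0. The share of the SW change made by DW animals stayed within the spread in every setting. That spread is the SD of the DW animals' signed change divided by the SW mean (0.391 and 1.19 in females). It is wide in females, so staying within it says little there. With all animals the share ran from 0.718 (GC-corrected values) to 0.844 (genes chosen at a change of at least 0.5) in males, and from 0.454 (slope through the origin) to 0.756 (without tissue genes) in females. Over the 12 fits that each left out 1 animal it ran from 0.708 to 0.787 in males and from 0.501 to 0.648 in females. Its exact permutation p in females was 0.0571, and 0.0286 with genes chosen at a change of at least 0.5 or without tissue genes, and 0.0857 with GC-corrected values.

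For delayed against standard weaning in males, 111 genes were called by DESeq2, with 39 of the 41 among them. Only the compared groups gave 98 (30 of the 41), and the animal-number run gave 69 (38 higher, 31 lower, 25 of the 41). GC-corrected values gave 67 (all 41), and the 8 fits that each left out 1 animal gave 10 to 42. DESeq2 made the most false calls on simulated data. In females, where the split was 74 higher and 130 lower, DESeq2 gave 205 higher and 90 lower, and 61 were called by edgeR with DESeq2 size factors (51 higher, 10 lower), 71 with TMM (63 higher, 8 lower), 1 with only the compared groups, 10 with tissue covariates, 63 with a pseudocount of 0.1 (39 higher, 24 lower) and 7 when animals 82 and 83 were omitted (0 higher, 7 lower), and 45 to 1996 over the 8 fits that each left out 1 animal. For the sex by weaning interaction DESeq2 called 1 gene, which was higher and not among the 3. With only the compared groups 1 of the 3 was called. There were 0 with edgeR and DESeq2 size factors (755 at an unadjusted p-value under 0.05), edgeR and TMM (840), tissue covariates (339), the animal-number run (788), a pseudocount of 0.1 (681), no variance trend (804), the minimum value (656) and animals 82 and 83 omitted (326), and 0 to 8 over the 16 fits that each left out 1 animal. Chance alone would give a share of 0.05 of the tested genes unadjusted, so these unadjusted counts show no clear excess.

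From p21 to p28 SW, 822 genes were called in males with only the compared groups and 527 with tissue covariates, against 336 in females with tissue covariates (249 higher, 87 lower). The sex by age interaction gave 102 with DESeq2 (69 higher, 33 lower), 4 with either edgeR scaling, 14 with tissue covariates and 38 with a pseudocount of 0.1. From p21 to p28 DW, tissue covariates gave 542 in males and only the compared groups gave 495 in females (347 higher, 148 lower). Leaving out 1 animal gave 1150 to 1723 (SW males), 1394 to 1603 (SW females), 115 to 196 (interaction), 1236 to 2555 (DW males) and 1071 to 3123 (DW females).

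Between the sexes at p21, 115 genes were called by DESeq2, 15 by either edgeR scaling (4 higher, 11 lower), 5 with only the compared groups (4 higher, 1 lower), 4 with tissue covariates and 92 with a pseudocount of 0.1, and 18 to 99 when 1 animal was left out. At p28 SW 10 were called with tissue covariates (4 higher, 6 lower), and 484 to 558 when 1 animal was left out. At p28 DW 848 were called by DESeq2, 256 with only the compared groups (25 higher, 231 lower) and 5 with tissue covariates (4 higher, 1 lower). GC-corrected values gave 619, and leaving out 1 animal gave 263 to 1829. Without DW female 76 the split was 871 higher and 958 lower, and without DW female 77 it was 711 and 796. Leaving out any other animal gave from 15 higher and 262 lower to 46 higher and 233 lower. The mammary score separates the sexes in each comparison, so as a covariate it can take up sex differences whatever their source. With tissue covariates genes were still called, 4 at p21 (4 higher, 0 lower), 10 at p28 SW and 5 at p28 DW. At an unadjusted p-value under 0.05 in limma, tissue covariates gave 286 genes at p21 (1376 without), 1012 at p28 SW (1466) and 3421 at p28 DW (3158). Chance alone would give a share of 0.05 of the 16005 tested genes. The 286 at p21 lie below that share, so they show no further sex difference there. The 1012 at p28 SW lie little above it and the 3421 at p28 DW far above it.

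GC correction also changed the split of calls: 1266 higher and 1416 lower from p21 to p28 SW in males, 1292 and 1276 in females, 1624 and 1842 from p21 to p28 DW in males, and 206 and 413 between the sexes at p28 DW. Omitting 82 and 83 left 14 higher and 280 lower in males at p28 DW. Leaving out 76 or 77 alone had the opposite effect and made that split nearly even.

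Named genes kept their direction and side of the threshold in 537 of 678 values under other settings. The others were 134 weaker and 7 reversed. Leaving out 1 animal gave 106 weaker and 2 reversed of 520. Reversed values were Proc in the weaning interaction (0.11 with DESeq2, 0.0818 with edgeR and DESeq2 size factors, 0.11 with edgeR and TMM), and with tissue covariates Atp2a1 with age in males (-0.0055) and Krt8 between the sexes at p28 SW (0.0487). Ucp1 in females, which was never called, was -0.019 with tissue covariates, -0.0224 with animals 82 and 83 omitted, -0.0355 without DW female 82 and -0.115 without SW female 75. Over the 8 fits that each left out 1 animal, Ucp1 in females reached 0.292 at most (without SW female 74). The mammary score with age in males was -0.0084 with a pseudocount of 0.5, -0.0641 with standardized values and -0.0298 without its highest gene, and the matrix score with age in males was -0.0246 with GC-corrected values. Elovl3, Prc1 and Mki67 kept their calls for weaning in males in all 20 values under other settings. Tinag was weaker in 10 and Sncg in 9 of 20. For weaning in females Elovl3 was weaker in 10 and Nnat, Adprhl1 and Mup15 each in 11 of 21, Cdk1 and Mki67 each in 6 and Ccnb1 in 5.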

Other observations

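The tests on whether the female weaning calls survive a GC correction, on thinning, on tissue covariates and on TMM scaling were written before their results were seen, as were the counts of splits. The other tests below were chosen only after the result was seen.

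Other splits of the same samples were tried for each count of called genes. The real split alone gave as many genes (1 of 35) for delayed against standard weaning in males, for all 4 comparisons of p28 with p21, and for males against females at p21 and at p28 SW. For delayed against standard weaning in females 3 of 35 splits gave as many, and the largest put animals 75, 81, 76 and 77 against 73, 74, 82 and 83 with 2250 genes. For males against females at p28 DW 2 of 35 did, and the larger, 1604 genes, put animals 79, 80, 76 and 77 against 86, 87, 82 and 83, which is the split by animal-number run. The larger female splits also put the runs of the DW animals on opposite sides, and the splits did not model the run. With the run as a covariate 145 genes were called for weaning in females, 112 of them among the 204. The female weaning number by itself thus cannot be told apart from a difference between libraries, while a part of the calls remains with the run in the fit. At p28 DW each sex has 2 animals in each run. With the run as a covariate 403 genes were called there, 311 of them among the 394, and with 82 and 83 omitted 294 were, 227 of them among the 394.

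DW females 82 and 83 lay apart from DW females 76 and 77. The mean squared log2 difference between the pairs over 12872 genes was 0.372, against 0.0236 to 0.156 in the 15 splits of the other groups into pairs. It followed GC content across genes with a Spearman correlation of 0.619 in size, against at most 0.564 in the other groups, so a GC bias of the libraries may account for part. After the GC correction it was 0.221, still above the 0.143 reached elsewhere, so GC content is not the only cause. Thinning to equal depth left it at 0.372. The muscle scores of the pairs differed by 0.646 on average but overlapped, and 82 and 83 had 0 Y chromosome reads, so depth, muscle and a swapped sex label do not account for it. The larger splits above put 76 and 77 against 82 and 83. Of the 204 female weaning calls, 153 were still called after the GC correction (65 of the 74 higher and 88 of the 130 lower). Median GC content was 45.8% in the higher and 54.9% in the lower calls, against 50.3% in all tested genes. The calls were thus sorted by GC content in the direction of the tilt of 82 and 83. A part played by GC bias in them is not excluded. What remains of the split is open, and the labels give no library batch.

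The higher proliferation score in DW animals was tested against technical explanations. After the GC correction the lowest DW score still lay 0.33 above the highest SW score in the sex with the smaller gap. With TMM scaling the gap was 0.245, but the deposited scaling lay within 0.965 to 1.03 of TMM, so this could hardly have closed it and is no test of the scaling. With tissue scores as covariates the mean change of the list was at least 0.996 of that without. Omitting 82 and 83 reduced the female difference from 0.91 to 0.56. The lymph node scores of DW and SW animals overlapped in each sex, with the larger gap at -0.486. GC content, lymph node content and tissue composition as tested do not account for the difference. As a hypothesis found on the same data, tissue of animals kept with the mother may hold more dividing cells at p28 than that of separated animals; litter, growth and body weight were not analysed here.

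Mitochondrially encoded genes made up 19.9% ± 2.50 of the values in DW males and 24.6% ± 0.966 in SW males (n = 4 each, exact permutation p 0.0286, a comparison picked after seeing the values). In females they made up 17.4% ± 4.94 and 22.6% ± 2.37 (n = 4 each, exact permutation p 0.114). Muscle scores of DW and SW males overlapped (lowest SW minus highest DW -4.16), so muscle content did not separate the groups as the share did. The share was not adjusted for muscle content, so a part played by it is not excluded. Other technical causes were not tested.

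Other tissues may contribute to the larger contrasts. Of 238 genes at least 2-fold higher at p28 SW than at p21 in males, 24.4% followed the muscle score within groups, against 0.512% of all genes. The matching test for genes lower in males than in females at p28 SW covered 530 genes, where 538 were called. Of the 530, 20.8% followed the mammary score within the female groups, against 1.04% of all genes. Skeletal muscle and mammary epithelium in the samples may thus account for a part of these calls. Both percentages lay under the 50% set in the test. A gene counted as following only at a correlation above 0.8, which noisy genes of a tissue can miss. The percentages are therefore not the share explained, and a larger part is not excluded.

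In the authors' deposited table the columns of adjusted p-values of the 4 comparisons checked (DW with SW, and p28 SW with p21, in each sex) held at least 99.98% distinct values, where adjustment usually ties many. For weaning, 1223 genes in males and 2730 in females lay under 0.05 in the authors' deposited table. Benjamini-Hochberg adjustment of those columns left 114 and 238, near the 111 and 295 that DESeq2 called after adjustment. Over the 4 columns the median difference from DESeq2 ran from 0.00924 to 0.027 for unadjusted and from 0.146 to 0.446 for adjusted p-values. These 4 columns may therefore hold unadjusted p-values.

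Low recovered read numbers were mostly even: 71.6% to 80.1% of genes with 1 to 10 reads had an even number in 23 libraries. In p21 male 53 the share was 48.9%. Counting the reads of a pair separately could give such an excess, which would put the number of fragments below the number of reads given here. It does not describe animal 53, so this explanation did not hold for every library.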
